A study of Mus musculus with 7 samples. Its data were reported in "CHD3 and CHD4 coordinate gene expression programs to maintain β-cell function and identity in vivo" (2025).

How the data were processed

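ATAC-seq, which marks open chromatin by the sites where the Tn5 transposase inserts adapters, was performed on nuclei of Tomato-positive β cells sorted by flow cytometry from dispersed islets of tamoxifen-treated mice. The series holds 4 Control libraries and 3 libraries from mice lacking CHD3 and CHD4 in β cells (Chd3/4Δβ), and the labels give the genotype and the replicate number of each. The labels do not say that the replicates of a group came from separate animals, so p-values measure the spread between these libraries, which may be in part technical. In the column names Control replicates 1 to 3 carry a lane tag that no other library has, and no tag is shared between the groups. The labels do not say whether these tags mark sequencing runs, so a difference between runs was not separated from the difference between groups. Fragments over the size limit of the library preparation were excluded by the authors, and the aligner, the peak caller, the counting tool and the shift applied to Tn5 cut sites were not given in the sources used here.

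The authors deposited 1 table of regions called on a merged set, with a read count per region and library, and these counts are whole numbers with no scaling. The same deposited table gives the CPM (counts scaled by library size) of each library. The count divided by the CPM is 1 constant per library, which is the library size behind the authors' CPM. It is not a whole number (17629713.44 in Control replicate 1), so it is not a plain read total and may already hold a scaling factor. Its log2 fold changes and mean log2 CPM are on the log2 scale, Chd3/4Δβ over Control, as the authors computed them. A score per region, the likelihood ratio statistic of a generalized linear model by the authors, was read and not used further. The deposited p-value and FDR columns show by their ranks that the authors tested 109675 regions, of which the table lists the 61288 (55.9%) with an FDR under 0.05. Regions that the authors did not call are not analysed here, and every listed region has a CPM above 1 in at least 3 libraries.

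The labels name GRCm39. The centres of 68.2% of the 5836 promoter regions whose symbol occurs in the RefSeq GRCm38.p6 gene table lie within 2000 bases of that gene's start, against 2.6% for the gene starts in the nearest-gene columns of the table. Coordinates are therefore given as the authors list them and read as GRCm38, and none was converted. Gene symbols, distances to the transcription start site (TSS) and annotation classes (promoter, exon, intron, intergenic, transcription termination site or TTS) are those of the deposited annotation, which assigns a region to its nearest TSS. Of 24453 distinct symbols, 18811 occur in the RefSeq gene table. The coordinates of the sites at which Cre removes parts of Chd3 and Chd4 were not used here.

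Counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, robust, no block), with Benjamini-Hochberg (BH) adjustment over the 109675 regions the authors tested. A region was called higher or lower in Chd3/4Δβ at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. TMM factors had been chosen before the data were examined, as had the groups, the thresholds, the gene lists and the rule for named genes. Because the table lists called regions alone, factors estimated from it centre on regions that changed, so the library sizes implied by the deposited CPM were used after the table had been seen, and TMM became an alternative. Log2 CPM used a prior count of 2. Counts were simulated with these library sizes and the fitted common dispersion over 61288 regions, of which 200 were changed. Of regions changed by a log2 fold of -2, 95.2% were called with the right sign. The shares were 94.1% at -1.5, 98.3% at 1.5 and 100% at 2, and 0 of 61088 unchanged regions were called. Every simulated region shared that dispersion, and far more than 200 regions were called in the data. These rates therefore do not measure the error in these data.

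Each annotation class was compared with the others by Fisher's exact test, two-sided, of higher against lower calls, BH over 5 classes, with regions as the units. For 27 gene lists fixed beforehand, the region nearest the TSS stood for each gene, and camera (limma 3.58.1) compared the list with all other genes at a preset correlation of 0.01 and at an estimated correlation, BH over the lists. Fry tested each list on its own. The lists cover β-cell maturity and function, islet transcription factors, granules and exocytosis, genes disallowed in β cells, progenitor genes, α, δ and PP or ε cells, potassium channels, calcium and sodium channels, Hox clusters, adhesion and matrix, neuronal, liver and gut genes, NuRD subunits, stress and apoptosis, cell cycle, glucose metabolism, acinar, ductal, endothelial, mesenchymal, immune and glial cells, housekeeping genes, and the genes the study names as lower or higher. The Hox, potassium channel, calcium and sodium channel, and adhesion and matrix lists were fixed as name patterns. They were filled from the symbols of the listed regions, so members without such a region are absent. Genes with reduced or increased expression were taken from lists the authors deposited, which carry no expression values. These genes were compared with region direction by Fisher's exact test, with genes as the units.

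Named genes are Chd3 and Chd4, the genes the study names, up to 2 genes with the largest increase and up to 2 with the largest decrease in each list, and the 8 largest increases and 8 largest decreases among called regions above the median level in which every Chd3/4Δβ library lies beyond every Control library. Ins2, Pdx1 and Slc2a2 were added after their values were seen, as were the genes with the most called regions. Some named genes are not reported here. Alternatives were 5 other scalings (TMM, RLE, total counts in the listed regions, 14 housekeeping promoters, cyclic loess), DESeq2 1.42.0, the edgeR likelihood ratio test, limma-voom, CPM filters, thresholds, a block for the replicate number, each library left out, and other choices of region per gene. Depth within the groups, BH over the listed regions and promoters alone for the gene lists were added after seeing the data. Motifs in the regions were not tested, since no genome was used here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining tests and plots.

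Library sizes implied by the CPM ran from 17.6 to 44.0 M, and the median count per region from 45 in Control replicate 1 to 144 in Chd3/4Δβ replicate 1. The lowest count of any region was 1. The SD of a CPM and the SE of a fold change cover the spread between libraries or counting error, not bias of the enzyme or of alignment. Intervals of odds ratios count regions or genes, and the bootstrap interval resamples promoters. The SE of a Control share, and of the difference between such shares, comes from leaving out each chromosome in turn. None of these covers the spread between libraries.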

Results

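CHD3 and CHD4 are the ATPases of the nucleosome remodelling and deacetylase (NuRD) complex, and the comparison asks how the loss of both in adult β cells alters open chromatin. Accessibility was measured in 4 Control and 3 Chd3/4Δβ libraries of Tomato-positive β cells, at 61288 regions. The library sizes behind the CPM were 17.6, 18.4, 20.9 and 42.4 M for Control replicates 1 to 4 and 44.0, 39.0 and 17.8 M for Chd3/4Δβ replicates 1 to 3. Counts in the listed regions came to 48.1% to 49.6% of these sizes, which are not plain read totals. Across regions, log2 CPM correlated at r = 0.963 to 0.968 between Control libraries, 0.929 to 0.972 between Chd3/4Δβ libraries and 0.594 to 0.7 between the groups. Regions are not independent replicates, and all were listed because the authors called them different between these groups. The first principal component held 86.6% of the variance and separated the groups. That choice of regions favours both this separation and the lower correlation between the groups, so neither is evidence of a difference.

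**Figure D1:**
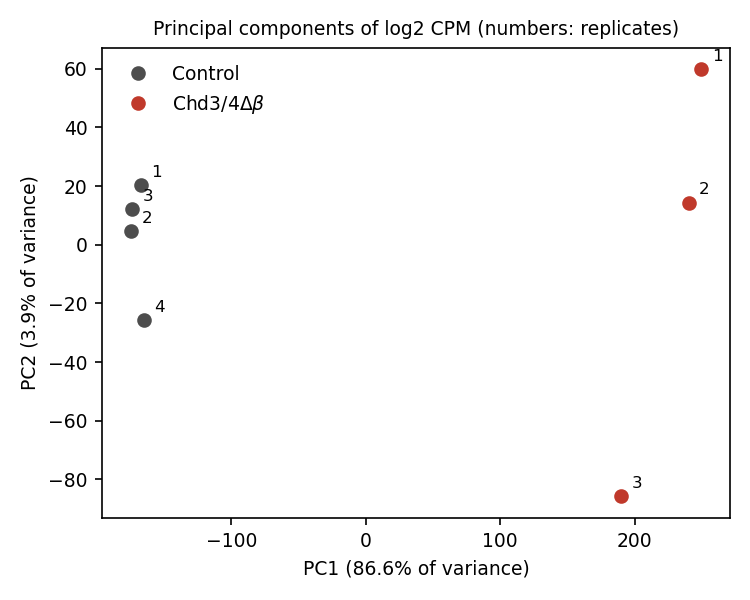
Principal components of log2 CPM for the 4 Control (grey) and 3 Chd3/4Δβ (red) libraries, each point 1 library with its replicate number. PC1 (86.6% of the variance) separates the groups, and along PC2 (3.9%) Chd3/4Δβ replicate 3 lies apart from replicates 1 and 2. The regions were listed because they differ between the groups, which favours the separation along PC1.

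Some regions that were nearly closed in Control β cells became widely open. A region in an intron of Kcnk12, a potassium channel gene, rose from 0.466 ± 0.12 CPM (SD, n = 4) in Control to 22.1 ± 1.18 CPM (SD, n = 3) in Chd3/4Δβ. It lies on chromosome 17 at 87787780 to 87788559 (log2 fold change 5.56, SE 0.216, adjusted p = 8.32e-14). The promoter of Adgrb1, an adhesion receptor gene, rose from 0.53 ± 0.251 to 23.9 ± 2.89 CPM (chromosome 15, 74539813 to 74540507, log2 fold change 5.67, SE 0.277, adjusted p = 1.4e-12). Among lost regions above the median level in which the libraries of the groups do not overlap, the largest loss lay 18125 bases from the TSS of Lsm14a, where the level fell from 10.6 ± 1.71 to 0.499 ± 0.223 CPM (log2 fold change -4.43, SE 0.285, adjusted p = 4e-11). The promoter of Mrps18a, a mitochondrial ribosomal protein gene, fell from 9.57 ± 2.26 to 0.779 ± 0.56 CPM (log2 fold change -3.48, SE 0.323, adjusted p = 2.35e-08).

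In all, 22692 regions were higher and 12512 lower in Chd3/4Δβ, so that 64.5% of the calls were gains. Gained regions had a median log2 fold change of 1.96 (quartiles 1.39 and 2.79) and went from a median of 0.78 to 3.44 CPM. Lost regions had a median of -1.39 (quartiles -1.74 and -1.18) and went from 2.71 to 0.99 CPM. A fold of 4 or more was reached by 10990 gained and 1761 lost regions. All 3 Chd3/4Δβ libraries lay beyond all 4 Control libraries in 97.8% of gained and 92% of lost regions, which had been chosen for this difference. The other large gains of the named set lay near Gm42488 (5.84), Inpp5d (5.36), Gm37445 (5.26), Bicc1 (5.19), Gm32432 (5.02) and Ubtf (4.99). The other large losses lay near Cdc23 (-3.61), Tfeb (-3.43), Hsbp1 (-3.43), Gm2021 (-3.40), Gm50061 (-3.32) and an unnamed transcript on chromosome 1 at 167343331 (-4.37).

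The balance of gains and losses depends on the scaling. With TMM factors, as first planned, 19374 regions were higher and 17070 lower. The majority turned to losses with RLE factors (17972 higher, 19441 lower) and with cyclic loess (14012 higher, 15692 lower). The 3 deeper libraries (Control replicate 4, Chd3/4Δβ replicates 1 and 2) gave 22803 higher and 13466 lower, and the 4 shallower ones 19910 and 7814. Each of these sets has 1 group of a single library (Control replicate 4 in the first and Chd3/4Δβ replicate 3 in the second), so they do not separate depth from that library. A fit with the depth class as a term gave 22118 and 11544. With no fold threshold, 32244 regions were higher and 27489 lower. Over the 6500 regions that changed least without Chd3/4Δβ replicate 3, the SD of log2 CPM differed by group. It was 1.411 to 1.473 in Chd3/4Δβ and 1.547 to 1.587 in Control libraries. Whether this narrower spread in Chd3/4Δβ contributes to the gains and losses was not tested.

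Intergenic regions and promoters had the highest shares of gains. Of the called intergenic regions 9280 were higher and 3651 lower (71.8% higher, against 60.2% in the other classes, odds ratio 1.68, adjusted p = 1.2e-106, Fisher's exact test). Promoters had 1465 higher and 594 lower (71.2%, odds ratio 1.39, adjusted p = 5.63e-11). Introns held the most calls, 10198 higher and 7007 lower (59.3%, odds ratio 0.641, adjusted p = 1.4e-87). Exons (58.4%, adjusted p = 1.81e-06) and TTS (58%, adjusted p = 6.02e-08) had similar shares. The order of these classes depends on the setting: promoters had 56.4% and intergenic regions 56.3% under cyclic loess, 82.3% and 81% with housekeeping promoters, and 69.9% and 69.2% without Chd3/4Δβ replicate 3. Introns had 40.8% under cyclic loess. The promoter excess belongs to large changes, since with no fold threshold 2629 promoters were higher and 3907 lower (40.2% higher, odds ratio 0.536, adjusted p = 6.11e-123).

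**Figure D2:**
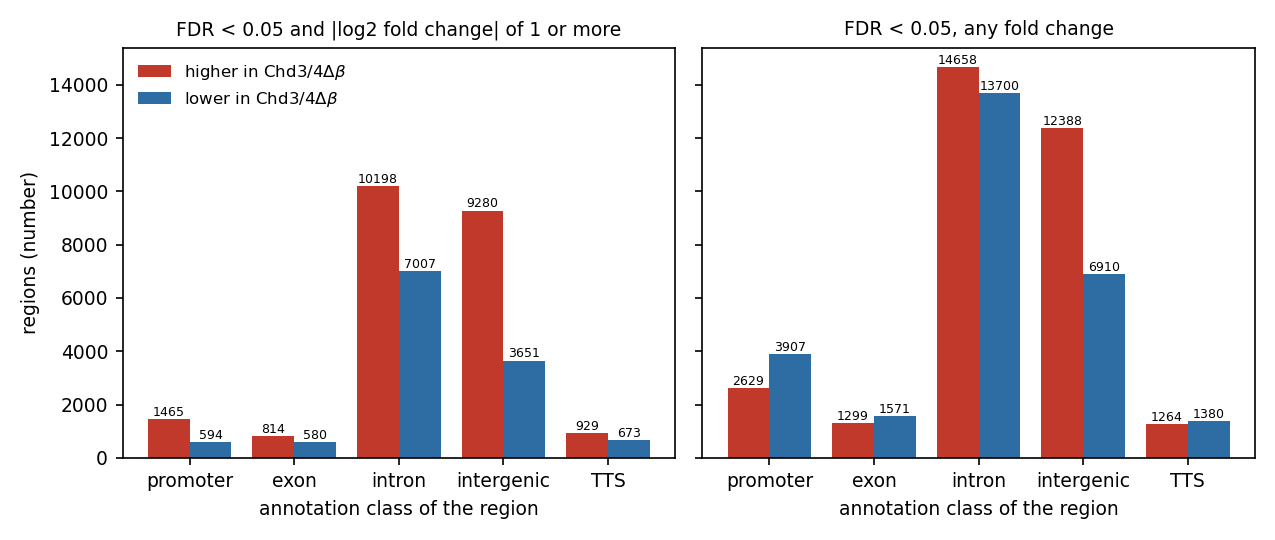
Number of regions higher (red) and lower (blue) in Chd3/4Δβ in each annotation class, at an FDR under 0.05 with an absolute log2 fold change of at least 1 (left) and at an FDR under 0.05 with any fold change (right). Intergenic gains outnumber losses in both panels, while promoters go from 1465 gains and 594 losses to 2629 gains and 3907 losses.

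Regions at several genes of the mature β cell lost accessibility. At Ucn3, which encodes the maturation marker urocortin 3, all 3 listed regions fell, the intronic one (chromosome 13, 3942299 to 3945687) from 41.1 ± 5.05 to 18.4 ± 9.05 CPM (log2 fold change -1.19, SE 0.279, adjusted p = 0.00521). At Chga, which encodes chromogranin A of the secretory granule, 3 of 6 regions fell past the fold threshold. An intronic one went from 24.9 ± 3.63 to 8.0 ± 2.4 CPM (-1.66, SE 0.189, adjusted p = 1.84e-07). At Mafa, a β-cell transcription factor gene, a region 6850 bases from the TSS fell from 24.2 ± 4.29 to 10.8 ± 1.75 CPM (-1.16, adjusted p = 4.12e-06). Another at 16390 bases rose (1.15, adjusted p = 0.00122, and 0.94 under TMM), and the exon region at the TSS had a log2 fold change of -0.51. Glp1r, the GLP-1 receptor gene, fell in 1 of 3 regions (-1.48, adjusted p = 0.000182). Chgb, which encodes chromogranin B, rose at a distal region (2.67) and had -0.93 in an intron.

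Among other β-cell genes, chosen after their values were seen, Ins2 had 1 region higher and 3 lower of 5, and Slc2a2 1 higher and 3 lower of 7. A region that spans Ins2, an insulin gene, fell from 131 ± 27.8 to 43.9 ± 15.9 CPM (chromosome 7, 142675832 to 142680525, log2 fold change -1.59, adjusted p = 0.0016). The promoter of Slc2a2, which encodes the glucose transporter GLUT2, fell from 7.16 ± 0.59 to 2.91 ± 1.56 CPM (-1.37, adjusted p = 0.000183). Pdx1, a β-cell transcription factor gene, had 2 regions higher and 1 lower of 5.

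Single libraries and settings decided some of these calls. Without Chd3/4Δβ replicate 1 the Ucn3 regions at 1356 and 7922 bases had log2 fold changes of -0.91 and -0.82. The Chga region at 8740 bases had -0.94 without that library, -0.94 without Chd3/4Δβ replicate 2 and -0.99 without Control replicate 2. With housekeeping promoters the intronic Ucn3 region had -0.94 (adjusted p = 0.0526). The Mafa region at 6850 bases had -0.93 with housekeeping promoters and -0.95 with the depth term.

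As fixed lists, genes of β-cell maturity and function had a median of -0.61 over 23 genes (2 higher, 4 lower, 17 neither, but 1 higher and 8 lower under TMM and 1 and 10 with RLE). Camera placed them below other genes (adjusted p = 0.0143, but adjusted p = 0.145 under cyclic loess and 0.461 with an estimated correlation). Ins1, an insulin gene, had both a distal gain (3.67) and a distal loss (-2.33). Granule and exocytosis genes had a median of -0.48 (0 higher, 1 lower, 21 neither, but 0 and 4 under TMM and 0 and 5 with RLE). Their adjusted p was 0.0143, but 0.0563 with housekeeping promoters, 0.149 under cyclic loess, 0.0727 over every region, 0.0799 at promoters and 0.461 with an estimated correlation. Distal regions of Scg2 (4.49) and Rims2 (3.45) rose, and regions of Unc13b (-2.29) and Rims2 (-2.41) fell. Housekeeping genes had a median of -0.38 (0 higher, 2 lower, 17 neither, adjusted p = 0.0143), so such a call was not confined to genes of the β cell. This call was lost with housekeeping promoters (0.0563), under cyclic loess (0.454), at the most accessible region (0.0808), at promoters (0.0885) and with an estimated correlation (0.461). Distal regions of Snrpd3 (3.54) and Eef1a1 (3.12) rose and regions of Emc7 (-1.66) and Vcp (-1.56) fell in this list. Among genes whose nearest region is a promoter, the median was -0.31 for all 5891 genes and -0.56 for β-cell maturity (camera adjusted p = 0.0625). Housekeeping genes had a median of -0.34 there, close to all genes. Camera placed both lists below other genes and neither passed (adjusted p = 0.0885 for housekeeping), so it does not set β-cell maturity apart from housekeeping. This comparison was added after the data were seen.

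Islet transcription factors had 3 higher, 0 lower and 14 neither of 17 genes, with a median of -0.33, a mean of 0.06, and a median of 0.01 under cyclic loess (camera adjusted p = 0.327), and 2 were higher and 2 lower under TMM. Distal regions of Nkx2-2 (3.64) and Nkx6-1 (3.57) rose, and regions of Insm1 (-1.88) and Glis3 (-1.55) fell. The 5 genes that the study names as lower had a median of -0.70 (0 higher, 1 lower, 4 neither, camera adjusted p = 0.0898). Over every region of these genes, which are not independent of each other, the camera adjusted p was 0.0133. These genes were chosen by the study, so they are not independent evidence. With an estimated correlation, no list passed camera, and the adjusted p ran from 0.461 to 0.83 over the 27 lists.

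Genes that β cells normally keep silent had more gains than losses. Of 22 disallowed genes with a listed region, 10 rose, 3 fell and 9 did neither, with a median of 0.94 against 0.44 for all 24453 genes (camera adjusted p = 0.134). The list had 7 higher and 3 lower under TMM and 6 and 4 with RLE. All genes together also had more gains, 8418 against 4425 losses, but 6674 against 6824 with RLE. Among promoters alone, a comparison added after the data were seen, 10 disallowed genes had a median of 1.03, against -0.31 for all genes. Their camera adjusted p was 0.00426 at the preset correlation, and an estimated correlation was not used at promoters. Ldha, which encodes lactate dehydrogenase A, rose at its promoter from 4.76 ± 0.956 to 10.8 ± 3.93 CPM (chromosome 7, 46845267 to 46847159, log2 fold change 1.18, SE 0.219, adjusted p = 0.000101) and at a second region (1.03). Both fell short of the fold threshold without Chd3/4Δβ replicate 1 (0.84 and 0.86) and under TMM (0.97 and 0.82). The second was also short of it without Control replicate 1 (0.98) or 2 (0.99). In the list, regions of Yap1 (4.14) and Nfib (3.23) rose most, and regions of Igfbp4 (-3.09) and Fgf1 (-1.81) fell most. Hk1, a hexokinase gene, fell in an intergenic region (-1.68) and had 0.56 in an intron.

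Hox genes, which pattern the body axis, had gains and no losses: of the 13 with a listed region 8 rose, 0 fell and 5 did neither. All 13 lay above 0, and Hox genes without a listed region are not counted. The median was 1.27, and 0.68 to 1.49 over the scalings (camera adjusted p = 0.0143, but adjusted p = 0.461 with an estimated correlation). The Hoxc13 promoter rose from 1.93 ± 0.36 to 18.7 ± 5.09 CPM (chromosome 15, 102920224 to 102921862, log2 fold change 3.25, SE 0.211, adjusted p = 4.46e-11). The Hoxc10 promoter rose from 0.982 ± 0.092 to 5.91 ± 1.39 CPM (2.58, adjusted p = 1.5e-08).

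Ion channel genes had more gains than losses. Of 75 potassium channel genes with a listed region 32 rose, 7 fell and 36 did neither (median 0.80, camera adjusted p = 0.222). Under TMM 29 were higher and 13 lower, and with RLE 27 and 13. Kcna5, a voltage-gated channel gene, rose at all 7 of its listed regions, up to 3.65 at chromosome 6, 126526375 to 126527576 (0.869 ± 0.107 to 11.2 ± 1.34 CPM, SE 0.218, adjusted p = 1.34e-11). Its exon rose from 2.01 ± 0.841 to 17 ± 2.89 CPM (3.03, adjusted p = 1.88e-09), and the most distant of the 7, at 62305 bases, came to -0.57 under cyclic loess. The region at 37340 bases was short of the fold threshold with RLE (0.92) and under cyclic loess (0.69, adjusted p = 0.0661). Kcnc2 rose in 2 of 3 regions (2.86 and 2.15) and Kcnk2 had 2 of 5 regions higher, among them its promoter (1.49), and 1 lower (-1.02). That loss was short of the fold threshold without Control replicate 1 (-0.89) or 3 (-0.96) or Chd3/4Δβ replicate 1 (-0.81) or 3 (-0.98). The Kcnk2 gain outside the promoter (1.17) was short of it under TMM (0.97), with RLE (0.86), under cyclic loess (0.93) and without Chd3/4Δβ replicate 1 (0.95). Under TMM a further Kcnk2 region was called lower (-1.05). The Kcnd1 promoter had 0.77 (adjusted p = 0.0002), short of the fold threshold. Kcnh6 fell in 1 of 3 regions (-1.13), with -0.98 without Control replicate 1 and -0.94 without Chd3/4Δβ replicate 3, and had 0.62 (adjusted p = 0.0237) and 0.84 (adjusted p = 0.0405) in the others. Kcna1 rose at a distal region (4.87), and regions of Kcng3 (-3.05) and Kcnk10 (-2.60) fell.

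Of 28 calcium and sodium channel genes with a listed region 15 rose, 3 fell and 10 did neither (median 1.04, camera adjusted p = 0.0898). Under TMM 10 were higher and 5 lower, and with RLE 9 and 5. Scn10a (5.81) and Cacna1e (5.08) gained most, and Cacna1a (-2.14) and Cacna1c (-2.10) lost most. Of 99 adhesion and matrix genes with a listed region 43 rose, 6 fell and 50 did neither (median 0.94). Their camera adjusted p was 0.0898, and 0.461 with an estimated correlation. Among promoters it was 0.00426, at the preset correlation only. Under TMM 36 were higher and 9 lower, and with RLE 31 and 14. Gains were largest at Cdh26 (5.31) and Col14a1 (5.06, but 0.70 under cyclic loess), and losses at Cdh13 (-3.70) and Col9a1 (-2.69).

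**Figure D3:**
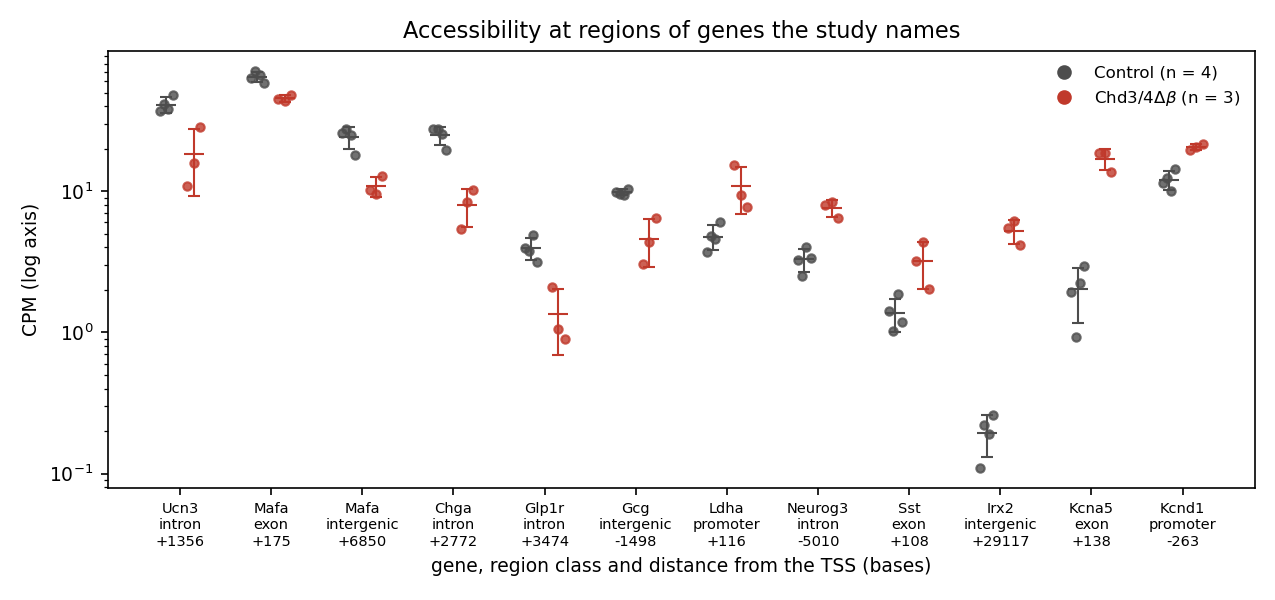
CPM (log axis) at selected regions of genes the study names, 1 point per library, with the mean and SD of Control (grey, n = 4) and Chd3/4Δβ (red, n = 3), where labels give the gene, the class and the distance from the TSS in bases. Ucn3 and Chga lie lower and Kcna5 and Irx2 higher in Chd3/4Δβ, while Gcg falls from 9.82 to 4.62 CPM.

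Genes of other endocrine cells were mixed. Of 11 α-cell genes 6 rose, 1 fell and 4 did neither, with a median of 1.41 that turned to -0.21 under cyclic loess (camera adjusted p = 0.577), and 6 higher and 3 lower under TMM. Irx2, a transcription factor gene, rose from 0.195 ± 0.061 to 5.25 ± 0.991 CPM at a region 29117 bases from its TSS (chromosome 13, 72661259 to 72662170, log2 fold change 4.64, SE 0.323, adjusted p = 1.19e-10). The region at -1498 bases from Gcg, the glucagon gene, fell instead, from 9.82 ± 0.469 to 4.62 ± 1.73 CPM (-1.13, adjusted p = 0.000128), and had -0.89 without Chd3/4Δβ replicate 1. In the α-cell list Gc had a gain (3.94) and a loss (-1.57). Of 8 δ-cell genes 4 rose, 0 fell and 4 did neither (median 0.96, camera adjusted p = 0.41). Sst, the somatostatin gene, rose at its first exon from 1.37 ± 0.365 to 3.19 ± 1.17 CPM (1.25, adjusted p = 0.00106) and at a distal region (1.05). Without Chd3/4Δβ replicate 2 these values were 0.95 and 0.77, and without Control replicate 4 the distal one was 0.81. The distal region was also short of the fold threshold under TMM (0.84), with RLE (0.73) and with the replicate block (0.76). With RLE the first exon was short of it as well (0.925).

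A distal region of Etv1 (3.91) rose most in the δ-cell list. PP and ε genes had 1 higher, 0 lower and 3 neither (median 0.74, camera adjusted p = 0.577), with Aqp3 at 3.44. Of 17 progenitor genes 6 rose, 0 fell and 11 did neither (median 0.51, camera adjusted p = 0.589). Under TMM 4 were higher and 1 lower (median 0.30), and with RLE 3 and 1 (median 0.20). Neurog3, which encodes the endocrine progenitor factor, rose at a region -5010 bases from the TSS from 3.29 ± 0.625 to 7.6 ± 0.994 CPM (1.21, adjusted p = 3.27e-05, but 0.90 with RLE, short of the fold threshold). Distal regions of Sox4 (4.66) and Gata4 rose, the latter by 2.92 but with -0.29 under cyclic loess. Of the 15 genes with a region that the study names as higher, 11 rose, 2 (Gcg and Hk1) fell and 2 did neither (median 1.25, camera adjusted p = 0.0422), with 7 higher and 2 lower under RLE. This call was lost with the replicate block (0.0589), without Control replicate 3 (0.0513), with housekeeping promoters (0.0563), under cyclic loess (0.0554) and with an estimated correlation (0.461). This list too was chosen by the study and is not independent evidence. Slc5a10 had a region higher (2.65) and another lower (-1.70), and Hhex had no listed region.

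Markers of cell types outside the endocrine islet had gains as well. Acinar genes had 6 higher, 0 lower and 3 neither (median 2.08, camera adjusted p = 0.222), with Zg16 at 2.68 (0.80 under cyclic loess) and Pla2g1b at 2.58 (0.66). Mesenchymal genes had 6, 0 and 5 (median 1.17, adjusted p = 0.0898), with Col1a1 at 3.27. Endothelial genes had 3, 1 and 7 (median 0.80, adjusted p = 0.294), with Erg at 3.33 and Pecam1 at -2.23. Immune genes had 3, 0 and 2 (median 1.56, adjusted p = 0.669), with Lyz2 at 2.32, and glial genes 2, 0 and 2 (median 0.89, adjusted p = 0.577), with Ngfr at 2.05 and -3.30. Ductal genes had 3 higher, 1 lower and 4 neither, with a median of 0.02 that was -0.19 under TMM, where 1 was higher and 2 lower (camera adjusted p = 0.758, direction down), and Cftr at 2.56 and -1.63. Neuronal genes had 3, 2 and 8 (median 0.74, adjusted p = 0.577), with Rbfox1 at 4.00 and -2.79. Liver and gut genes had 4, 1 and 4 (median 0.66, adjusted p = 0.577), with Vil1 at 3.45 and Apob at -2.19. None of these lists passed camera. Under cyclic loess acinar genes had a median of 0.79 (3 higher, 0 lower), immune genes 0.58 (2 and 0) and liver and gut genes 0.12 (1 and 1).

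The remaining lists had medians below 0. Glucose metabolism had 2 higher, 0 lower and 13 neither (median -0.34, mean 0.17, camera adjusted p = 0.358), with Idh3a at 3.64 and Pcx at -2.39. The cell cycle had 2, 1 and 10 (median -0.42, adjusted p = 0.222), with Cdk1 at 4.09 and Ccne1 at -2.11. Stress and apoptosis genes had 2, 1 and 8 (median -0.31, mean 0.10, and a median of 0.05 under cyclic loess, adjusted p = 0.41), with Parp1 at 4.05 and -2.23 and Atf3 at 2.74. NuRD subunit genes had 6 higher, 1 lower and 6 neither with a median of -0.25 and a mean of 0.48, the median being 0.18 under cyclic loess (adjusted p = 0.758, direction up). The promoter of Chd5, another CHD family gene, rose from 0.459 ± 0.234 to 5.23 ± 2.43 CPM (3.61, adjusted p = 1.02e-07). Regions of Gatad2a rose (2.89) and of Mta3 (-1.94) and Mbd2 (-1.26) fell.

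Since the table lists regions the authors called, nearly all nearest regions passed the FDR without the fold threshold. Adjusted over all regions and adjusted over the list alone, the counts were 74 and 75 for potassium channels, 96 and 99 for adhesion and matrix, 16 and 17 for progenitor and 14 and 15 for glucose metabolism. They were 18 and 19 for housekeeping, 7 and 8 for δ-cell and for ductal, and 4 and 5 for immune genes. In every other list both equalled the number of genes with a listed region. By fry, which asks whether a list moves on its own, the adjusted p was 0.598 for ductal and 0.14 for stress and apoptosis genes and at most 0.0456 for the others. The regions were listed because they differ between these groups, which favours small fry p-values, so these values are not evidence for any list.

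**Figure D4:**
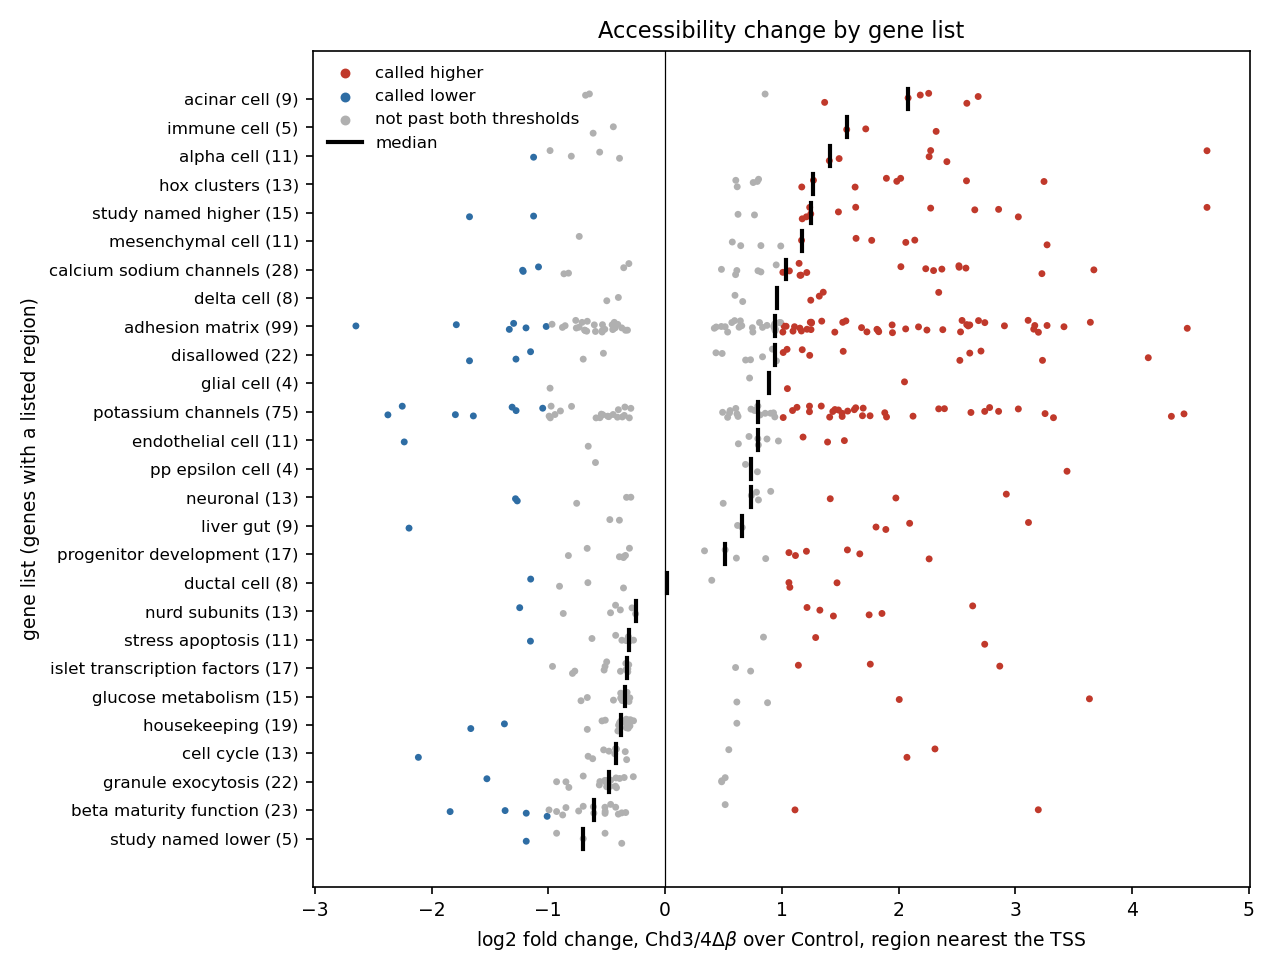
Log2 fold change of the region nearest the TSS of each gene in the 27 lists (points, red called higher, blue called lower, grey not past both thresholds), with the median of each list as a black bar and the number of genes in brackets. Acinar (2.08), immune (1.56) and α-cell (1.41) genes have the highest medians and the genes the study names as lower (-0.70) the lowest. Under cyclic loess the acinar, immune and α-cell medians are 0.79, 0.58 and -0.21. All lie below that of mesenchymal genes (0.93) there, so the order of the highest medians depends on the scaling.

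Accessibility and expression moved together at most genes that changed in both. The authors' deposited table lists 1022 genes with increased and 416 with reduced expression in Chd3/4Δβ, of which 784 and 315 had a listed region. Where the region nearest the TSS was called, 397 genes with increased expression had it higher and 37 lower (91.5% higher), and 80 genes with reduced expression had it lower and 48 higher (62.5% lower). The odds ratio was 17.7 (95% interval 10.6 to 30.1, p = 8.98e-35, Fisher's exact test, two-sided), and 84.9% of the 562 genes went the same way. At promoters alone, all 171 called genes with increased expression had gained accessibility, while genes with reduced expression split into 20 lower and 12 higher. For 350 and 187 genes, respectively, the nearest region did not pass both thresholds.

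At the targeted genes the data say little. No region is listed within Chd3 and 1 within Chd4, in intron 10 of 38 (chromosome 6, 125103334 to 125103804, annotated to Mir7045), which rose from 0.485 ± 0.404 to 1.14 ± 0.405 CPM (log2 fold change 1.34, SE 0.417, adjusted p = 0.00966). By the exon numbers the study gives for Chd4, this intron lies before the deleted exons, if the annotation numbers them alike. The region therefore does not check the genotype labels. The call was lost without Control replicate 4 (1.24, adjusted p = 0.0527) and without Chd3/4Δβ replicate 2 (1.15, adjusted p = 0.057), and the value turned to -0.62 under cyclic loess.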

Values the study reported

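The study reported differentially accessible regions in introns (29,172), between genes (19,768), at promoters (6,642), in exons (2,948) and at transcription termination sites (2,724). The calls above also required a fold threshold and are fewer in each class, so the counts are not alike. The study described increased and decreased regions as similar in number. By RNA-seq of sorted β cells it reported 1022 upregulated and 416 downregulated genes in Chd3/4Δβ.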

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

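The tests of background in replicate 3 and of other cells in the sort were chosen only after the result was seen. In 151 values tested among the 4 Control libraries, 7 had 1 library far from the other 3, and chance alone gives about 1 in 20. Control replicate 4 had a library size of 42.4 M, against 17.6 to 20.9 M in the other 3. Control replicate 4 also had 0.73 CPM at the gained region near Gm37445 (0.454 to 0.488 in the others) and 0.825 CPM at the distal region of Sst (1.59 to 1.74). Control replicate 3 had 0.239 CPM near Sox4 (0.0943 to 0.113). Control replicate 2 had 0.38 CPM near Kcna1 (0.0236 to 0.0567) and 2.66 CPM at Spp1 (3.86 to 3.94). Control replicate 1 had 8.0 CPM at the unnamed region of chromosome 1 at 167343331 (9.9 to 10.2).

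Chd3/4Δβ replicate 3 lay nearer to the Controls (mean r 0.691) than replicates 1 and 2 (0.597 and 0.613). Its smaller library argues little for this, since replicates 1 and 2 thinned to its size gave 0.592 and 0.608, and the gap to the higher one was 0.083. For more background, the SD of log2 CPM over the 6500 least changed regions was compared. It was 0.058 above that of the thinned replicate 2 and level with the thinned replicate 1 (1.473 and 1.471). Replicate 3 was thus no flatter than either, but level with 1 of them, so more background is not excluded. A first comparison with the Controls (-0.075) was set aside because all 3 Chd3/4Δβ libraries lie below them. Unrecombined β cells may have been mixed in, although the sort for the Cre-dependent Tomato reporter selects against them: the Control share came to 30.6% (SE 1.1) from lost and 17% (SE 2.1) from gained regions, and the difference of 13.6 points (SE 3.1) is past the limit of 10 points set beforehand by more than its SE. That limit ignored the scaling, which moves the 2 shares in opposite directions: in a check added afterwards the difference was -0.1 points (SE 2.9) with TMM and 37.9 (SE 3.5) with housekeeping promoters, so a mixture cannot be told apart from a weaker effect in that library.

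Markers of non-endocrine cells were among the gained regions: of 75 such genes, 8 of them also in another fixed list, 48 had a listed region, and 23 of these rose and 2 fell (median 0.98). Low starting accessibility falls just short of explaining it: 10000 gene sets matched on Control CPM had medians of -0.47 to 0.97 in their central 95%, and the markers lay at percentile 98.1, barely above that range. Other cells in the sorted samples could lower β-cell promoters relative to housekeeping promoters. The difference was -0.22 (95% bootstrap interval over promoters, not libraries, -0.54 to -0.06). A loss of mature β-cell chromatin in the mutant cells themselves would give the same, so neither is excluded. Accessible markers in Chd3/4Δβ included Vwf (19.9 CPM, 12.9 in Control) and Tek (19.5 and 11.2), and cells that passed the Tomato gate by chance were not tested.

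Intergenic regions were gained more often than the other classes together. Scaling argues little for this, since the lowest odds ratio over the scalings was 1.58, and so does their lower accessibility, since within strata of mean log2 CPM the common odds ratio was 1.62 (95% interval 1.54 to 1.70, range over strata 1.41 to 1.86). Base composition was not tested, and the pattern stays open.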

How the results depend on the processing

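The settings by depth class, the promoters alone and the adjustment over listed regions were chosen after seeing the data. The scalings moved the median log2 fold change by -0.21 (TMM), -0.31 (RLE), 0 (total counts), 0.22 (housekeeping promoters) and -0.18 (cyclic loess), and with it the balance of gains and losses. Regions lower came to 19441 with RLE, 27489 with no fold threshold (which admits small changes), 7947 at an FDR under 0.001 and 7814 in the shallower libraries alone, which hold Chd3/4Δβ replicate 3 as the only Chd3/4Δβ library and so do not separate depth from it. Regions higher came to 14012 with cyclic loess, and a CPM above 2 in at least 4 libraries left 6134 higher and 6629 lower of 34862 regions. With 3 Chd3/4Δβ libraries this filter needs a Control above 2, so it removes gains by design. Leaving out single libraries gave 22287 to 23300 higher and 10713 to 14260 lower, and a block for the replicate number 22779 and 12561.

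Of the gene lists, 2 passed camera with housekeeping promoters and 1 with cyclic loess, and the cause was not tested. The adjusted p changed direction for stress and apoptosis with cyclic loess (0.924), for ductal genes without Chd3/4Δβ replicate 3 (0.969; 0.701 to 0.969 over single libraries left out), over every region (0.58) and at promoters (0.604), and for NuRD genes over every region (0.58) and at the most accessible region (0.304), none near the threshold. The share of gains fell to 40.2% at promoters with no fold threshold, and neither the 72.1% at promoters in the shallower libraries nor the 47.8% at exons with the stricter CPM filter decides anything. The Chd4 region had 1.095 to 1.926 over single libraries left out, 1.18 with the depth term, 0.43 in the shallower libraries and -0.62 with cyclic loess, and its adjusted p of 0.00966 misses an FDR of 0.001 at the same fold of 1.34. Cyclic loess also reversed Gata4 (-0.29) and 1 of the Kcna5 regions (-0.57); the cause was not tested.

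Motifs were not run. A CPM above 1 in at least 3 libraries removed no region, so this filter tests nothing. The median count of 45 to 57 in the shallower libraries limits regions near 0 CPM in Control, where log2 fold changes depend on few reads.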

Other observations

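The settings with a depth class and the genes named next were chosen after their values were seen. Pde4d, a cAMP phosphodiesterase gene, had 25 regions higher and 5 lower, Rbfox1, a neuronal splicing factor gene, 22 and 7, Dab1, a reelin adaptor gene, 19 and 1, and Shank2, a synaptic scaffold gene, 15 and 0. Ank3, Nrxn3 and Pcdh15 had 14 higher and 2 lower each, and Cdh26 13 and 0. The genes with the most losses were Rora, a nuclear receptor gene, with 10 higher and 15 lower, Ptprd, a receptor phosphatase gene, with 1 and 12, Pard3 with 7 and 10, and Mcc with 4 and 10. Epb41l3 had 7 and 9, Gabbr2 6 and 9, Ext1 3 and 9, and Nrcam, an adhesion gene, 1 and 9. Long genes hold more regions, so these counts do not rank genes by effect.

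Among the 1790 genes with at least 4 called regions, 495 (27.7%) had all of them in 1 direction, 415 higher and 80 lower. When directions were permuted among regions, the mean was 223.6 genes and the highest of 1000 permutations 271.

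Neighbouring called regions shared their direction beyond what 1 region split into pieces would give. Of pairs 20000 to 50000 bases apart 62.6% went the same way, 8.4 points above the 54.2% of independent directions, while pairs under 1000 bases apart shared it in 38.4%. A change that spreads over domains may account for the excess at 20000 to 50000 bases, as a hypothesis from the same data. It does not account for the 38.4% under 1000 bases, which lies below the 54.2% of independent directions.

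The 7 libraries can be split into 4 and 3 in 35 ways. For regions higher, 1 split of 35 gave as many as the 22692 of the real one (highest other 198), and for regions lower 1 split gave as many as 12512 (highest other 9010, a split that set 3 Controls together). Since the listed regions were chosen on the real split, these counts do not show whether chance can be excluded. For the gene lists past camera, 4 of the 35 splits gave as many as the real 5, so chance is not excluded. The highest other, 8 lists, came from the split of the 3 deeper libraries from the 4 shallower. Since that split sets Chd3/4Δβ replicates 1 and 2 with Control replicate 4, it does not separate depth from genotype. With the depth class as a term 5 lists passed.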
